# Single-cell atlases of two lophotrochozoan larvae highlight their complex evolutionary histories

**DOI:** 10.1126/sciadv.adg6034

**Published:** 2023-08-02

**Authors:** Laura Piovani, Daniel J. Leite, Luis Alfonso Yañez Guerra, Fraser Simpson, Jacob M. Musser, Irepan Salvador-Martínez, Ferdinand Marlétaz, Gáspár Jékely, Maximilian J. Telford

## Abstract

Pelagic larval stages are widespread across animals, yet it is unclear whether larvae were present in the last common ancestor of animals or whether they evolved multiple times due to common selective pressures. Many marine larvae are at least superficially similar; they are small, swim through the beating of bands of cilia, and sense the environment with an apical organ. To understand these similarities, we have generated single-cell atlases for marine larvae from two animal phyla and have compared their cell types. We found clear similarities among ciliary band cells and between neurons of the apical organ in the two larvae pointing to possible homology of these structures, suggesting a single origin of larvae within Spiralia. We also find several clade-specific innovations in each larva, including distinct myocytes and shell gland cells in the oyster larva. Oyster shell gland cells express many recently evolved genes that have made previous gene age estimates for the origin of trochophore larvae too young.

## INTRODUCTION

Indirect development via a small, pelagic, and ciliated larva is found in some members of at least 12 metazoan phyla (Fig. 1A). Ciliated larvae are generally understood to enhance dispersal in aquatic animals. The larval stage, which may last several weeks, is typically followed by a more or less rapid metamorphosis into a very different adult form. Six of the metazoan phyla with ciliated larvae—molluscs, annelids, nemerteans, brachiopods, phoronids, and flatworms—are grouped within the super phylum of the Lophotrochozoa. Spiral cleavage is a second important shared characteristic among most of these phyla, supporting the monophyly of the Spiralia within the Lophotrochozoa. The most iconic of these larvae, to which the others are often compared, is the trochophore larva found in the annelids and molluscs.

**Fig. 1.**
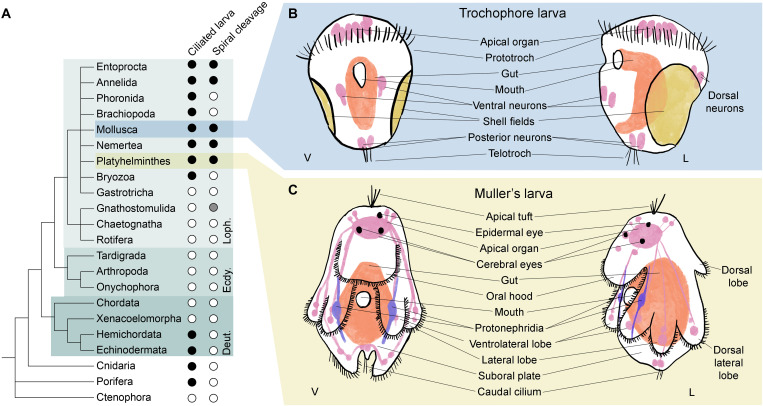
Larvae are a common feature of Metazoa. (**A**) A phylogeny of animals shows the widespread presence of ciliated larvae, especially among the superphylum Lophotrochozoa (Loph.). Black dots, character presence; white dots, absence; gray dots, unconfirmed. (**B** and **C**) Schematics of larvae presented in this study, (B) in blue box the trochophore larva of the Pacific oyster *Crassostrea gigas*, represented as both ventral (V) and lateral (L) views. *C. gigas* larvae at the trochophore stage lack an apical tuft of sensory cilia and paired protonephridia. (C) In yellow, schematics of the Müller’s larva of the polyclad flatworm *Prostheceraeus crozieri* depicted as ventral and lateral views.

Trochophore larvae get their name from their preoral ciliary band or prototroch that is situated as an equatorial girdle dividing the animal approximately in to two. In a canonical trochophore larva (e.g., an annelid), eyes are found on the anterior episphere and, at the anterior pole of both typical molluscan and annelid trochophores, there is a long tuft of sensory cilia called the apical tuft (*1*). Posterior to the prototroch is the mouth and additional ciliary bands may be found more posteriorly including a terminal telotroch (*2*). Internally, a canonical trochophore larva has an apical organ below the apical tuft, paired protonephridia, and a larval gut (see Fig. 1B).

While lophotrochozoan larvae from phyla outside the molluscs and annelids have been considered to be derived forms of the canonical trochophore, these larvae have also been suggested to be cases of convergent evolution driven by similar selective pressures (*3*, *4*). The Müller’s larva of the polyclad flatworms shares with trochophores a locomotory ciliated band, anterior eyes, an apical tuft of cilia, an apical organ, and protonephridia but, in other ways, differs from the trochophore (*4*). In particular, the body of the Müller’s larva is more complex; its ciliary band runs a convoluted path along the edges of eight lobes of the body (two ventrolateral, two lateral, two laterodorsal, one oral, and one dorsal lobe) and is used both for filter feeding and for locomotion (see Fig. 1C).

The existence of both shared larval characters and clade-specific differences has prompted heated debates regarding lophotrochozoan larval evolution such as how often larvae have evolved, what the adaptive advantages of larvae in different groups are, and what the developmental and genetic underpinnings of the evolution of different larval types are (*5*). Comparative efforts to understand the evolution of lophotrochozoan larvae have so far focussed on morphological, developmental, and (sparse) molecular comparisons of putatively homologous shared structures (such as ciliary bands or apical organs) (*6*–*10*). For nearly all of these larvae, however, we still lack a thorough molecular characterization of larval anatomy, and this would represent an essential contribution to this debate. We do not yet know, for example, how many cell types larvae have, whether any of these cell types are common between larval types, and the extent to which different larvae may have unique cell types or larval organs.

Historically, cell morphology and spatial position within a tissue were used to characterize cell types (*11*). Single-cell sequencing now allows us to obtain the full transcriptional signature of single cells and to group these together by similarity in cell clusters. Cell clusters can be used as a proxy for cell types. Some authors have proposed that cell types should be individuated by distinct transcription factors (TFs) modules and that they can be hierarchically organized in cell clades or families (*11*, *12*). The expression levels of genes specific to certain cell types or cell families can then be compared across species to ask whether they have cell types in common (*13*–*16*).

Here, using single-cell sequencing, we have characterized the cellular component of two distinct lophotrochozoan larvae: the trochophore larva of the Pacific oyster *Crassostrea gigas* and the Müller’s larva of the tiger flatworm *Prostheceraeus crozieri*. We have described multiple cell types in each larva and located these spatially using in situ hybridization (ISH) and hybridization chain reaction (HCR), thereby revealing the complex anatomy of both larvae (*17*). By considering the phylogenetic ages of expressed genes in different cell types, we found that larvae appear to be made up of a combination of ancient and more recently evolved cell types that coexist in the larval body. Last, we attempted to identify cell types that might be homologous between the oyster trochophore and flatworm Müller’s larvae and have extended this comparison to the cell types of the primary larva of a sea urchin (*18*). These comparisons highlighted molecular similarities between ciliary bands and apical organs of trochophores and Müller’s larva, which might indicate that these larvae are homologous.

## RESULTS AND DISCUSSION

### A single-cell atlas for Pacific oyster trochophore larva

We generated a cell atlas of the trochophore larva of the Pacific oyster—a commercially important species readily available from fishmongers. This species has a chromosome-scale genome assembly available and is becoming a popular model to study larval evolution (*19*–*21*). After in vitro fertilization to produce trochophore larvae, we carried out four rounds of cell capture from three distinct dissociation experiments using the 10x Chromium single-cell RNA sequencing (scRNA-seq) system. 

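In this system a droplet captures a single cell, and each captured mRNA receives the barcode of its cell and a UMI, so that copies made by PCR are counted once. The library analysed here, Cg1 (replicate 1), was made with version 2 of the kit from trochophores collected 16 hours after fertilization at 25°C or 20 hours at 20°C. The authors mapped the reads to the chromosome-scale oyster genome and deposited whole-number UMI counts for the barcodes called as cells. The submitters' processing notes name Cell Ranger 4, and the header of the count matrix names version 6.1.2. The matrix lists 36012 features and holds 42327550 UMIs, at 500 to 76150 UMIs per barcode. Of these features, 35422 are gene IDs that the files do not pair with gene names, so the marker genes of the text could not be looked up and clusters are called by number, from the largest to the smallest. From these counts, values per 10000 UMIs of a cell were natural log-transformed, the 2000 most variable genes and 70 principal components were taken, and cells were clustered at a resolution of 10. Pairs of clusters that differed by fewer than 20 genes (at least 2-fold, in at least 10% of cells, adjusted Wilcoxon p under 0.05 across cells) were then merged, and that p served only for merging. The text of the paper does not give the fold or the share of cells. With 1 oyster library there is no replicate, and every interval given for cells covers counting error only.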

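All 8614 barcodes of the oyster library had at least 200 detected genes and at most 20% of UMIs on the 13 named mitochondrial protein genes. Across them, 26275 features held at least 1 UMI, and 22759 did so in at least 3 cells. The mean was 4914 UMIs per cell (SD between cells 5319), the median was 3257.5 UMIs, and the median cell held 1219.5 genes. The 13 mitochondrial protein genes took 2.51% of UMIs. Among them, COX2, a subunit of cytochrome c oxidase, had the highest share with 0.597%, and ND1, a subunit of NADH dehydrogenase, the lowest with 0.0132%, both named after their values were seen. A further 30 features, which the files name by coordinates on the mitochondrial sequence, took 10.7% of UMIs. When these were counted as mitochondrial too, an alternative chosen after seeing the data, 7270 cells stayed under the limit.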

Initial shallow sequencing allowed us to select the best-quality library (see fig. S2), which was then sequenced further to obtain a final dataset of 8597 cells expressing a total of 26,275 genes with a mean number of unique molecular identifiers (UMIs) of 30,000 per cell. 

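The paper puts a larva at fewer than 500 cells, and at this limit the kept oyster cells amount to 17.2 captured cells for each larval cell, the lowest number it allows. The smallest cluster, cluster 44 with 20 cells, corresponds to at most 1.16 cells per larva. At the limit 2 clusters correspond to under 2 cells and 16 to under 5 cells, and these numbers would be no lower for a smaller larva. The median cluster held 133.5 cells. Cluster 1, the largest, held 1396 cells, which is 16.2% of the library (95% Clopper-Pearson interval 15.4 to 17.0%). This scale takes every larval cell as equally likely to be captured, which was not tested.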

Oyster larvae contain fewer than 500 cells, and our data therefore represent an approximately 17-fold coverage of each larval cell, suggesting that even rare cell types have been sampled. By applying dimensionality reduction, we identified a total of 37 cell clusters organized into six cell families: ciliary cells, shell field cells, neurons, myocytes, hemocytes, and proliferative cells (fig. S3). These include four ciliary cell clusters, two neuronal cell clusters, eight myocyte clusters, six shell related clusters, four hemocyte clusters, and six proliferative cell clusters (see Fig. 2A). 

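The oyster cells fell into 44 clusters. A gene was taken as a marker of a cluster by size alone, where its CPM was at least 2 times that of all other cells and at least 25% of the cluster's cells held a UMI. The median cluster had 212 marker genes, and the number ran from 1 in cluster 1 to 1104 in cluster 40, with at least 20 in 42 clusters. Of the 6047 genes that marked any cluster, 2338 (38.7%) marked exactly 1, and 41 clusters had such a gene. These genes helped to define the clusters and are not an independent result. Median depth ran from 783.5 UMIs per cell in cluster 1 to 20488 in cluster 19. With each cell thinned to 500 UMIs, which left out 0 cells, the median number of genes per cell ran from 229 in cluster 13 to 348 in cluster 40, against 794 and 3471 before thinning. Because the IDs carry no names, no cluster was assigned to a cell family. From the number of captured cells for each larval cell, the paper proposes that rare cell types were sampled too.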

To validate these and to assign putative identities to cell families and specific clusters of interest, we selected differentially expressed gene markers and used a combination of literature searches, chromogenic ISH, and in situ HCR (*17*) (see Fig. 2, B and C).

**Fig. 2.**
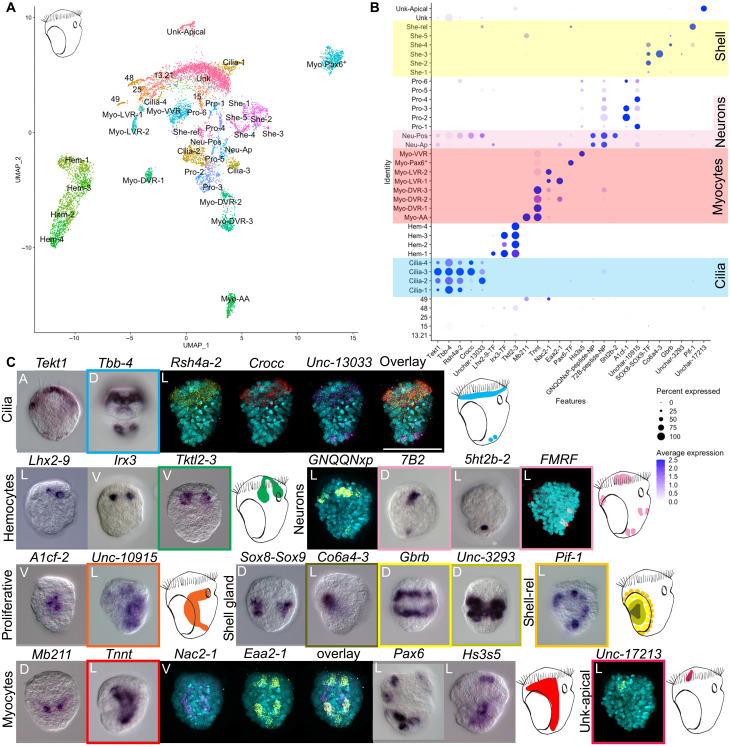
Cell atlas of the trochophore larva of *C. gigas*. (**A**) Two-dimensional uniform manifold approximation and projection (UMAP) showing cell clusters for the oyster larva. (**B**) Dotplot of marker gene expression for different cell clusters: yellow highlights the shell gland clusters, pink highlights the neuronal clusters, red highlights the myocyte clusters, and blue highlights the ciliary clusters. Dotplots show expression of genes (*x* axis) in each cell cluster (*y* axis) of the oyster scRNA-seq. Shades of blue indicate average expression, and the size of dots indicates the percentage of cells expressing the gene. (**C**) ISH of the marker genes shown in (B) with schematic of expression in the larva (color of the square indicates which gene/s was/were used for each schematic). A, apical view; P, posterior view; V, ventral view; D, dorsal view; L, lateral view with mouth on the right. HCR expression without 4′,6-diamidino-2-phenylindole in a larger format is available in fig S1. Scale bar, 50 μm.

#### Oyster trochophore ciliary bands and a reduced apical organ

Notable features of most marine invertebrate larvae are their ciliated bands, which have been proposed to be homologous across larval types (*6*, *10*, *22*, *23*). From a morphological point of view, at the stage analyzed here, the trochophore larva of the Pacific oyster has a prototroch and a small telotroch. We recovered the expression of previously published ciliary markers *tubulin-beta-chain* (*tbb-4*) and *tektin* (*tekt1*) (*24*) in four clusters. ISH for these genes shows expression in both the prototroch and the telotroch (Fig. 2, B and C). HCR of the marker gene for cluster Cilia-3 and Cilia-4 rootletin (crocc) shows staining mostly in the prototroch (see Fig. 2, B and C, and fig. S4). In contrast, the marker gene for cluster Cilia-2 Unchar-13033 is expressed strongly in the telotroch and in some cells posterior to the prototroch (Fig. 2C and fig. S4). The four ciliary clusters share 59 markers, and some may be separate cell subtypes (see figs. S1 and S4). Cluster Cilia-2 is characterized by the expression of several specific TFs including *ascl4*, *pax2/5*, *dbx*, *gsc2*, and *foxL1*, while the TFs *plscr1-1* and *mafb* are specific to clusters Cilia-3 and Cilia-4 (fig. S4). At the stage analyzed here, the larva does not have an apical ciliary tuft.

A second feature typical of trochophore larvae is their apical organ. Previous experiments using immunocytochemistry against FMRFamide, serotonin, and vesicular acetylcholine transporter (VAChT) in the oyster larva have identified a small apical organ made up of five or six apical neurons. The rest of the nervous system is composed of a pair of dorsal neurons, a pair of ventral neurons, and a pair of posterior neurons (*25*). To identify neurons in our scRNA data, we searched for cells expressing neuropeptide (NP) precursors and a suite of additional neuronal markers (Fig. 2, B and C, and fig. S5; a full list of characterized NPs is available in table S1). We found two clusters of potential neurons that express the neuronal markers: voltage-gated sodium channel (*scna1*), voltage-dependent calcium channel subunit alpha-1 (*cac1a-1*), two synaptotagmins (*sy65-1* and *sy65-2*) and the proneuropeptides *GNQQNxP*, *allatotropin*, and *7B2* (see Fig. 2C and fig. S5). ISH and HCR for marker genes from these two neuronal clusters revealed that one cluster corresponds to apical and dorsal neurons (Neu-Ap) and the second corresponds to posterior neurons (Neu-Pos) (see Fig. 2, B and C, and fig. S1). We identified two ventral neurons by HCR against the *FMRFamide* precursor mRNA; however, these ventral neurons are represented by only eight cells in our scRNA-seq data and these do not form a separate cluster (Fig. 2, *FMRF* staining, and fig. S1). Proneuropeptides restricted to the apical neurons are *myomodulin* (which is restricted to only one or two cells of the apical organ) (fig. S1), *CCWamide*, *corazonin*, and *allatostatin* (fig. S5). The TFs *prd6*, *awh2*, *hbn*, *tbx5*, *prox*, *delta*, *sox2*, and *zic1/2/5/4* are specific to apical neurons (fig. S5). *Awh*, *hbn*, *delta*, and *zic* are also found in the apical organ of the sea urchin larva and in the nervous systems of several other bilaterians (*26*). Posterior neurons are characterized by the expression of *TRH*, *MIP*, *AKH-GNRH*, *pedal peptide 1*, *CCAP-peptide*, and *whitnin-PKYMDT-proctolin* precursors (fig. S5). The expression of the TFs *barH2*, *prop*, *pou4*, and *evx* is also specific to the posterior cluster.

Overall, the oyster trochophore larva has an extremely reduced apical organ, made of only five to six cells with similar transcriptional signatures (*27*). A few other neurons (two dorsal, two ventral, and two posterior) are found. It is possible that the low degree of neuronal complexity is due to the larva’s small body size (~50 μm) and the early stage considered here. None of the clusters analyzed showed protonephridial staining, and classical protonephridial marker genes (e.g., *pou3*, *sall*, and *lhx1/5*) are not expressed in any cluster (*28*). Protonephridia were also not found in previous studies using immunohistochemistry against acetylated tubulin (*25*). It is possible that protonephridia appear at a later developmental stage.

#### Multiple distinct muscle types in oyster larvae

A search for muscle and myocyte-related genes revealed a previously undescribed complexity in the muscular system of the oyster larva. A total of 1935 cells expressed multiple myocyte and muscle markers [including *tropomyosin*, *troponin-t* (*tnnt*), *twitchin*, and several *myosin chain* proteins] as well as various TFs (including several GATA and Fox family genes) (Fig. 2 and figs. S3 and S6). The myocytes could be separated into eight clusters (fig. S3), and these could be associated with five morphologically distinct muscles within the larva based on ISH and HCR stainings: anterior adductor muscles (Myo-AA), dorsal velum retractor muscles (Myo-DVR), ventral velum retractor muscle clusters (Myo-VVR), larval retractor muscles (Myo-LVR), and an enigmatic group of myocytes expressing *pax6* (Myo-Pax6^+^).

*Protein mab-21-like* (*mb211*), a marker of the Myo-AA cluster, is expressed on either side of the hinge of the forming shells, consistent with the location of the anterior adductor muscles; these are a bivalve innovation that control the opening and closing of the shell plates (Fig. 2, B and C) (*29*). Cells of the Myo-AA cluster coexpress both *paramyosin* and *calponin*, a combination that is typical of mollusc catch muscles which can maintain passive tension for long periods of time with minimal energy requirements. Catch muscles are found in other invertebrates such as insects, crayfish, nematodes, and brachiopods; in bivalves, this muscle is used to keep their shell closed (*30*).

ISH for the marker gene *tnnt* revealed expression in two roughly symmetrical patches on the anterior part of the trochophore corresponding to the location of the dorsal velum retractor muscles (DVR) (*31*). The cluster-specific marker *heparan sulfate glucosamine 3-O-sulfotransferase 5* (*hs3s5*) showed expression on the ventral side in the region of the ventral velum retractor muscles clusters (VVR). The two markers, *excitatory amino acid transporter 2* (*eaa2-1*) and *sodium/calcium exchanger 2* (*nac2-1*), highlighted a cross-like pattern on the dorsal part of the larva consistent with the position of the larval retractor muscles (LVR) (Fig. 2, B and C) (*32*).

Last, we identified a cluster (Myo-Pax6^+^) expressing several myocyte markers such as *troponin C* (*tnnc*), *tubulin-beta-chain* (*tbb-1*), *actin* (*act-1*), *myosin light chain kinase* (*mylk-2*), and *titin* (see fig. S7). Cells of this cluster also expressed several so-called “eye master regulators” such as *pax6*, *eya*, and *six1/2*, although no opsin expression was identified in this cluster (fig. S7). ISH of the cluster-specific marker *pax6* showed expression in cells scattered symmetrically across the larva (Fig. 2, B and C). This is not the first instance where *pax6*, *eya*, and *six1/2*, as well as other so-called eye master regulators, are found in non–photoreceptor-type cells—these same TFs are found in the larval hydropore canal and coelomic pouches of sea urchins, as part of kidney development and the specification of somitic muscle in vertebrates, as well as in several tissues in amphioxus (*33*).

#### The innovation of shell gland cell types

A key character of the phylum Mollusca is the shell. A search for previously described shell gland markers such as *tyrosinase* (*tyro*), *mantle protein* (*mp*), and *nacrein* (*manl-9*) highlighted six clusters (*34*–*36*). Specific markers for these clusters show concentric rings of expression in or around the two dorsally located, paired shell glands (see Figs. 1B and 2C). Specifically, a marker for the clusters She-1 and She-2 (*Unchar-1938*) stains the inner area of the shell gland; the marker for cluster She-3, *collagen alpha-6*(*IV*) *chain* (*co6a4-3*), stains the hinge between the two presumptive shells; and a marker for She-4 and She-5 [*gamma-aminobutyric acid receptor subunit beta* (*gbrb*)] stains the outer layer of the shell gland. Lastly, the marker of the cluster She-rel, *ATP-dependent DNA helicase PIF1* (*pif-1*), stains the outermost layer. It is possible that some of the inner cells are responsible for secreting the prodissoconch I (the two D-shaped larval shells) and that the more external cells will secrete the prodissoconch II (the veliger shell) at a later stage (*37*).

Stage-specific bulk RNA-seq has recently been used to explore the expression of phylogenetically older and younger genes throughout the development of lophotrochozoan larvae. This analysis revealed a peak of expression of young genes in the trochophore stage of the Pacific oyster and the scallop *Pecten yessoensis* (*5*, *20*, *21*). These findings were interpreted as indicating that the mollusc trochophore was an evolutionarily recent innovation and arguing against the idea that the trochophore larva is the phylotypic stage of molluscs (*20*). We extended this phylostratigraphic approach into a cell-type level of resolution by computing the phylogenetic ages of genes expressed in each characterized cell type of the oyster larva. We found that the expression of very young genes was restricted to the shell gland cell types, similarly to what was found in adults (*38*). This causes the shell gland to have the highest (youngest) transcriptome age index (TAI; see Fig. 3, A and B). Our result indicates that the peak in TAI observed in previous studies is likely an artefact caused by the innovation of a shell added to an older larval body. Alternatively, the shell producing cells may have undergone more rapid evolution than the rest of the larval body, producing a subset of cells with a TAI that is younger than the rest of the larva. Our result highlights the benefit of looking at gene expression at the cell-type level rather than in bulk. The lowest (oldest) TAI is found in cell types such as proliferative cells and hemocytes (Fig. 3A). For a description of hemocytes and proliferative cell clusters as well as TAI results in the flatworm larva, see figs. S3 and S8.

**Fig. 3.**
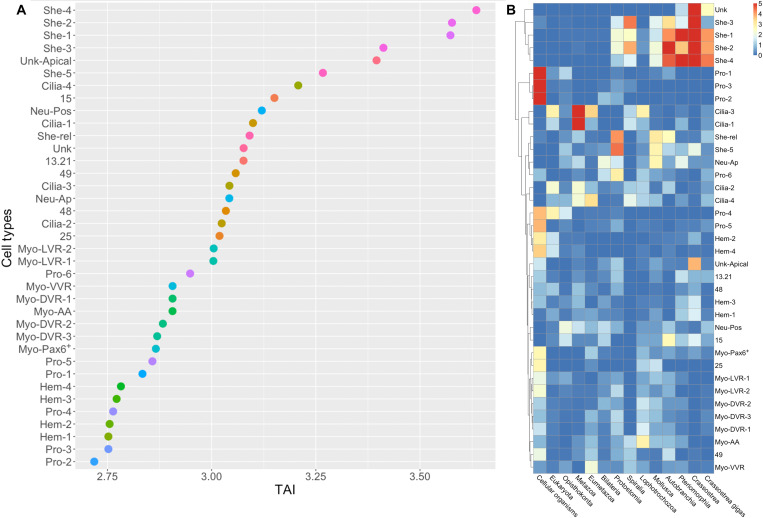
Gene age analyses in different cell types of the oyster larva show that shell gland cells have a young gene signature. (**A**) Transcriptome age indices (TAI) for different cell types; smaller TAI values correspond to “older” gene ages. Gene age is inferred using a phylostratigraphy approach; the TAI is then calculated on the log-transformed gene average expression per cluster. (**B**) Heatmap showing enrichment test −log_10_(*P* value) for marker genes phylostrata per cell type in the oyster. Enrichment was computed using a hypergeometric test applied to the number of marker genes in each cluster per phylostrata compared to the global set of expressed genes.

### A single-cell atlas of the polyclad flatworm Müller’s larva

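The flatworm libraries analysed here, Pc3 and Pc4 (replicates 3 and 4), were made from larvae aged 1 day with version 3.1 of the kit. The authors mapped the reads to their own genome of the species and deposited whole-number UMI counts for the barcodes called as cells. The submitters' processing notes name Cell Ranger 4, and the headers of both matrices name version 3.1.0. Replicate 3 held 10732 barcodes with 32931460 UMIs and replicate 4 held 10441 barcodes with 55261389 UMIs. The matrices list 43347 features, of which 43323 are gene IDs that the files do not pair with names, 13 are mitochondrial protein genes and 11 carry the name of a neuropeptide. The cells of both libraries were clustered together without integration, by the steps used for the oyster. Across the 21314 genes with at least 10 UMIs, the log2(CPM + 1) values of the libraries had a Pearson r of 0.985, over genes that are not independent replicates. Their summed counts differed by more than sampling noise, with a chi-square of 59.7 per degree of freedom, which does not show that they came from separate cultures or dissociations. The labels do not say so either, and differences between them may be technical.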

To generate the Müller’s larval cell atlas, we carried out four rounds of cell capture from two separate dissociation experiments using 10x Chromium scRNA-seq. In-depth sequencing of the best libraries produced a final dataset of 17,605 cells expressing a total of 33,305 genes with over 40,000 mean UMIs per cell (see fig. S10). 

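Of the flatworm barcodes, 9408 of replicate 3 and 8249 of replicate 4 had at least 200 detected genes and at most 30% of UMIs on mitochondrial protein genes, 17657 in all. In these cells 32347 features held at least 1 UMI (28227 in replicate 3 and 30485 in replicate 4), and 26349 did so in at least 3 cells. The mean was 4031 UMIs per cell, with 3018 in replicate 3 and 5187 in replicate 4. The median was 1445 UMIs and 417 genes per cell. The mitochondrial gene nad5, a subunit of NADH dehydrogenase, took 13.3% of UMIs (12.2% in replicate 3 and 14.1% in replicate 4). Another subunit, nad4, took 1.85%, and cox1, a subunit of cytochrome c oxidase, took 0.280%. The IDs g32486 and g32485, which the files do not pair with names, took 11.4% and 2.84% of UMIs. All of these were named after their values were seen. With both IDs counted as mitochondrial, an alternative chosen after seeing the data, 8819 cells stayed under the limit.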

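Set against 2000 cells per larva, the paper's figure, the kept flatworm cells amount to 8.83 captured cells for each larval cell. The smallest cluster, cluster 54 with 16 cells, then corresponds to 1.81 cells per larva, and cluster 53 with 33 cells to 3.74. The value for cluster 53 depends on the library, as it held 0.0957% of the cells of replicate 3 and 0.291% of those of replicate 4. The median cluster held 134.5 cells. Cluster 1 held 4898 cells, which is 27.7% of the kept cells (95% Clopper-Pearson interval 27.1 to 28.4%), with 29.2% in replicate 3 and 26.0% in replicate 4.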

Müller’s larvae are three times larger than oyster larvae and are made up of ~2000 cells, so, in our datasets, each cell should be represented ~8 times. 

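The flatworm cells fell into 54 clusters, and all 54 held cells of both libraries. Replicate 3 gave 53.3% of the kept cells and between 27.3% (cluster 53) and 78.1% (cluster 15) of the cells of a cluster. In 6 clusters the share of a library's cells differed over 2-fold between the libraries, and the largest difference was that of cluster 15, with 1.74% of cells in replicate 3 and 0.558% in replicate 4. The median cluster had 157.5 marker genes by the rule of size used for the oyster, from 2 in cluster 2 to 962 in cluster 45. Of 4867 marker genes, 2151 (44.2%) marked exactly 1 cluster. Median depth ran from 926 UMIs per cell in cluster 1 to 38219 in cluster 47. With each cell thinned to 600 UMIs, which left out 0 cells, cluster 47 had the lowest median of 133 genes per cell and cluster 45 the highest of 297, against 1586 and 1879 before thinning. No cluster was assigned to a cell family, since at most 1 feature of any list of cell type markers could be matched by name.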

Dimensionality reduction allowed us to identify a total of 51 distinct cell clusters that can be grouped into seven cell families: myocytes, digestive cells, ciliated cells, neurons, secretory cells, proliferative cells, and a group of flatworm-specific cells (fig. S11 and Fig. 4A). To validate cluster identities, we used literature searches, in situ HCR, and comparisons with the published cell atlas of the adult planarian worm *Schmidtea mediterranea* (*32*).

**Fig. 4.**
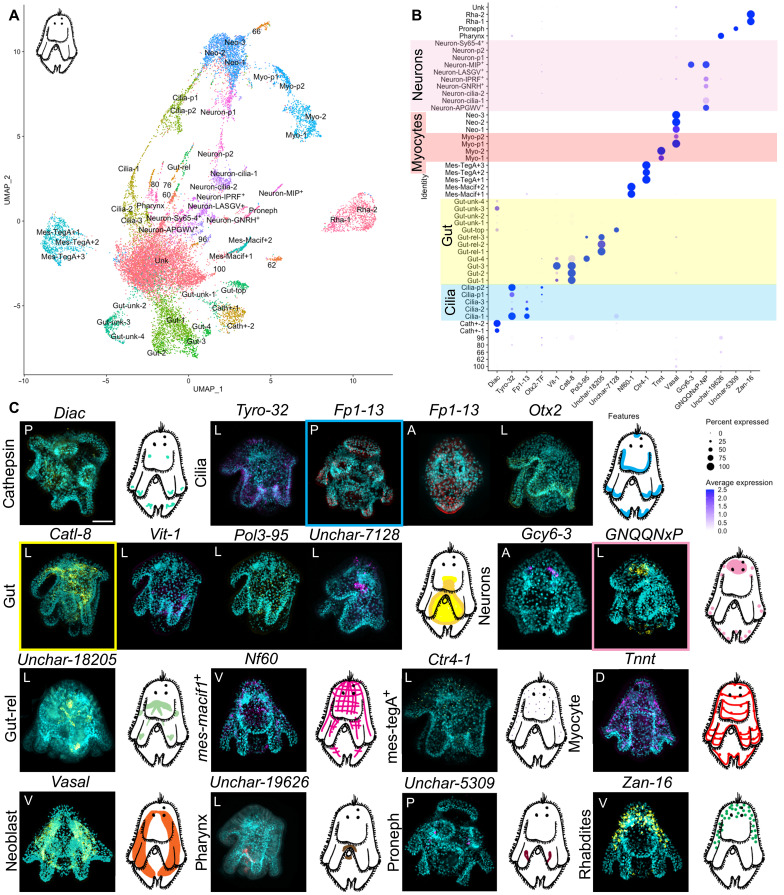
Single-cell atlas of the Müller’s larva of *P. crozieri*. (**A**) UMAP showing cell clusters for the polyclad flatworm larva. (**B**) Dotplot of marker gene expression for cell clusters: yellow highlights the gut clusters, pink highlights the neuronal clusters, red highlights the myocyte clusters, and blue highlights the ciliary clusters. Dotplot graphs show expression of genes (*x* axis) in each cell cluster (*y* axis) of the flatworm scRNA-seq: Shades of blue indicate average expression, and the size of the dots indicates the percentage of cells expressing the gene. (**C**) HCR of the marker genes shown in (B) with schematics of their expression in the larva (color of the square indicates which gene/s was/were used for schematic). A, apical view; P, posterior view; V, ventral view; D, dorsal view; L, lateral view with mouth on the left. Images of HCR expression without 4′,6-diamidino-2-phenylindole and in larger format is available in fig S9. Scale bar is 50 μm.

#### The simple muscles and complex gut of the Müller's larva

A search for myocyte markers in our scRNA-seq data, such as *troponin-i* (*tnni*), *troponin-t* (*tnnt*), *tropomyosin* (*tpm2*), *titin*, and *paramyosin*, revealed expression in four clusters. HCR of the general marker *tnnt* stained the larval muscles and resembles what has previously been shown using immunohistochemistry (*2*) (Fig. 4C). Of these four clusters, two probably represent myocyte precursors, as they share markers with neoblast clusters, while the other two (Myo-1 and Myo-2) share over 70 marker genes, suggesting that they could represent myocyte subtypes and/or differentiating states. This indicates that the Müller’s larva has a much simpler muscle cell-type complement than the mollusc trochophore.

Contrary to what we found in the oyster, at least eight cluster markers showed expression in or around the gut. These include a cluster of cells near the top of the gut (*Unchar-7128*), a cluster of cells localized in the posterior part of the gut [*vitellogenin-1* (*vit-1*)] and scattered cells in the gut lining [*DNA polymerase delta catalytic subunit 3* (*pol3-95*)] (Fig. 4, B and C, and fig. S9). We also found three clusters (Gut-rel-1, Gut-rel-2, and Gut-rel-3) containing cells located in an inverted “V” around the pharynx, above the dorsal part of the gut and in the ventrolateral lobes (see expression of *Unchar-18205* in Fig. 4). These Gut-rel clusters group separately from the rest of digestive cells and will be discussed later (fig. S11). Lastly, we identified a cluster of pharyngeal cells highlighted by the flatworm-specific marker gene *Unchar-19626*. Pharyngeal cells are ciliated (*39*), and they group with ciliary bands cells and protonephridia (fig. S11). Unlike the oyster trochophore larva, the Müller’s larva has a clearly differentiated gut made up of several cell types with specific expression signatures and presumably distinct functions, similar to what has been shown in the planktonic larva of the sea urchin (*18*).

#### Trochophore-like features in the Müller’s larva

The possible homology of the ciliary bands of flatworm larvae and those of trochophores has long been debated as ciliary band ontogeny shows both similarities and differences (*3*, *4*). We found five clusters of ciliary band cells in the Müllers larva: two of these represent differentiating ciliary precursors and the other three differentiated ciliary clusters (fig. S11). The three differentiated ciliary clusters share only 16 marker genes. Cluster Cilia-1 is characterized by the expression of hundreds of specific markers (for a full list, see the Supplementary Materials), Cilia-2 is characterized by two specific caveolins (*cav1-8* and *cav1-9*) and the gene *enteropeptidase* (*entk*), while Cilia-3 shares most markers with the cluster Cilia-1. HCRs against the general markers tyrosinase (*tyro-32*), *otx-2*, and *adhesive plaque matrix protein* (*fp1-13*) show expression in the ciliated cells of the larval lobes as well as in the apical tuft (see Fig. 4 and fig. S9).

Another ciliated feature typical of trochophore larvae, which we did not find in the oyster, is their excretory organs: the protonephridia (fig. S11). Protonephridial markers such as *pou2/3*, *hunchback*, and *six1/2-2* allowed us to identify a cluster of protonephridial cells in the Müller’s larva (Fig. 4) (*28*). Cells from this cluster also express *cubulin* (specifically expressed in tubule cells of planarian protonephridia), *nephrin* (*nphn-1*), and *zonula occludens-2* (*zo2*) (*40*).

Apical organs have also been proposed to be homologous between ciliated larvae (*7*, *41*) and we were therefore interested in identifying them in our datasets and comparing their genetic signatures. In the Müller’s larva, HCR against a shared marker for neuronal clusters (*GNQQNxP*) showed a large apical organ that sits around the ciliary eyes and several scattered neurons elsewhere in the larval body (see Figs. 4C and 5 and fig. S9). A combination of NPs and other neuronal markers allowed us to distinguish the presence of eight distinct neuronal clusters, each with its own signature combination of specific NPs (fig. S12; for a full list of NPs, see table S1).

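UMIs of GNQQNxP, a proneuropeptide, were concentrated in 6 of the flatworm clusters. From summed counts the level was highest in cluster 42, with 13971 CPM (95% exact Poisson interval 13544 to 14408), followed by cluster 25 with 8658 CPM (8403 to 8920). With each cell thinned to 600 UMIs the order was the reverse, with 6814 CPM in cluster 42 and 7728 CPM in cluster 25. Lower levels were found in cluster 40 with 1145 CPM (1023 to 1277), cluster 31 with 1122 CPM (1019 to 1233) and cluster 12 with 861 CPM (798 to 926), which after thinning were 993, 958 and 682 CPM. The remaining cluster, 39, held the feature together with APGWamide-2. Outside these clusters the median over clusters was 56.3 CPM and the highest level was 336 CPM (472 CPM after thinning), in cluster 49. This median hides large differences between clusters. After thinning, cluster 1, the shallowest, was at 325 CPM, and cluster 3, at a median depth of 10618 UMIs, at 35.0 CPM. In replicate 3, and so without replicate 4, cluster 49 was at 568 CPM, near the 614 CPM of cluster 12, while in replicate 4 these levels were 242 and 1001 CPM. The 6 clusters held 797 cells, which is 4.51% of kept cells (95% Clopper-Pearson interval 4.21 to 4.83%), with 4.27% in replicate 3 and 4.79% in replicate 4, and 70.1% of all GNQQNxP UMIs. Of all GNQQNxP UMIs, clusters 25, 42 and 39 held 26.3%, 24.5% and 10.5%. The large cluster 1, outside the 6, held 9.30%, more than cluster 12 with 4.27%. A GNQQNxP UMI was found in 62.9% of their cells (59.4 to 66.2%) and in 16.5% of all other cells (16.0 to 17.1%), taken as the background, at median depths of 1693 and 1430 UMIs. With each cell thinned to 600 UMIs these shares were 45.4% and 8.32%, and cluster 12, with a UMI in 24.8% of its cells, fell under the 25% that a marker needs. The other cells include clusters 49, 28 and 23, where 40.0%, 36.6% and 31.7% of cells held a UMI, against 44.5% in cluster 12. Over both libraries these 3 clusters passed the share of 25% and missed the 2-fold limit, at 1.45, 1.31 and 1.39 times the CPM of all other cells, against 3.82 times in cluster 12. With each cell thinned to 600 UMIs they were at 1.46, 1.04 and 1.29 times, and cluster 12 at 2.14 times. Within replicate 3 cluster 49 passed both limits, at 2.37 times the other cells of that library, so that 7 clusters met the rule there, and within replicate 4 it was at 1.07 times and 6 clusters met it. Cluster 28 missed the share too in replicate 3, with 23.6%, and cluster 23 in replicate 4, with 22.2%. The feature named 72B, chosen after its values were seen, met the same rule in clusters 25, 31, 39, 40, 42 and 49, a set that lacks cluster 12 and includes a cluster outside the 6. A 72B UMI was found in 28.3% of the cells of cluster 49 and in 2.75% of all cells outside the 6, at median depths of 2981 and 1430 UMIs, but without replicate 4 cluster 49 was under the limit with 18.8%, and with each cell thinned only clusters 25, 39 and 42 met the rule. Its level was 1277 CPM (1150 to 1414) in cluster 42, 345 CPM (283 to 417) in cluster 49, 267 CPM (218 to 324) in cluster 31 and 212 CPM (182 to 246) in cluster 12, and after thinning 802, 139, 197 and 151 CPM, so that cluster 49 was then under clusters 31 and 12. The rule for a marker was fixed before the data were examined, but the count of clusters with GNQQNxP was defined after its values per cluster had been seen. The count was 3 when the cells were clustered without replicate 4, 3 with g32486 and g32485 counted as mitochondrial, and 5 when the clusters were made without the 11 neuropeptide features, which then held 554 of the 797 cells (69.5%). No other clustering or merging tried gave 6, and the count ran from 3 to 5. When pairs differing by fewer than 40 genes were merged, it was 4, over the same number of 797 cells. The paper distinguishes its neuronal clusters by a combination of neuropeptides and other neuronal markers.

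**Figure D1:**
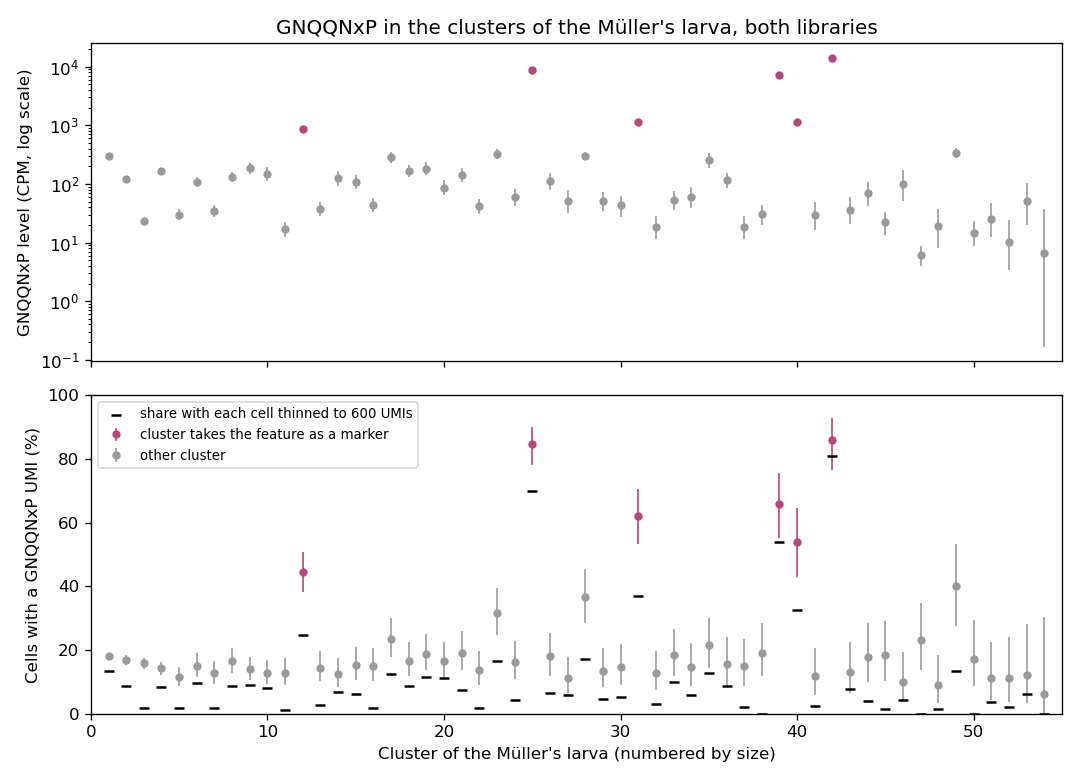
GNQQNxP in the 54 clusters of the Müller's larva, numbered by size on the x axis. The upper plot gives the level in CPM on a log axis with exact Poisson intervals, and the lower plot the percentage of cells with a UMI with Clopper-Pearson intervals (dashes: each cell thinned to 600 UMIs). Over both libraries together, the coloured clusters, 12, 25, 31, 39, 40 and 42, lie at or above 861 CPM and all others at or below 336 CPM without thinning.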

**Fig. 5.**
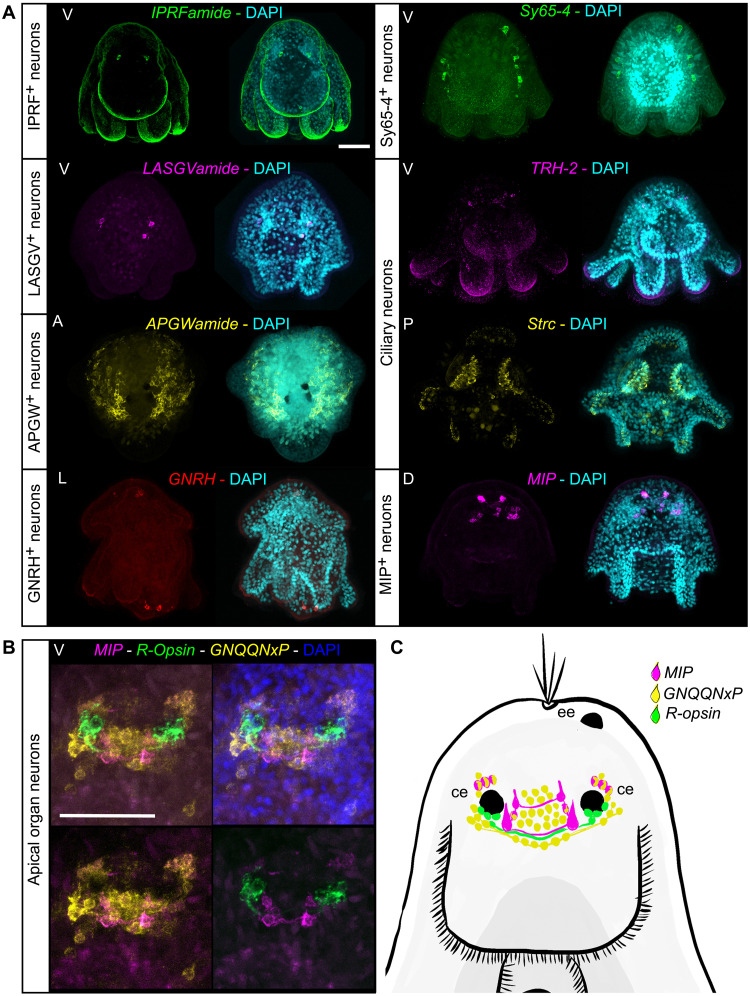
The complexity of the nervous system of the polyclad flatworm larva. (**A**) HCR staining of cluster markers and neuropeptides (NPs). (**B**) HCRs with a focus on apical organ neurons and (**C**) schematic drawing of the Müller’s larva apical organ. All HCR stainings are maximum projections. DAPI, 4′,6-diamidino-2-phenylindole; A, apical view; P, posterior view; V, ventral view; D, dorsal view; L, lateral view with mouth on the left; ee, epidermal eye; ce, cerebral eye. Scale bars, 50 μm.

We found a small cluster of neurons characterized by the expression of *IPRFamide* and *corazonin precursor genes*. *IPRFamide* precursor is expressed in two cells located apically and in one cell located in the suboral plate (Fig. 5, *IPRFamide* staining). A second cluster of anterior cells expresses *FMRFamide* and *LASGVamide precursor* genes as well as the TFs *Tbr1* (Fig. 5, *LASGVamide* staining). A third cluster contains *APGWamide*-positive cells (Fig. 5, *APGWamide* staining) that are localized in large symmetrical patches laterally on the top of the larva. Cells from this cluster are characterized by the expression of several other proneuropeptides: *APGWamide*, *GNQQNxP*, *calcitonin*, *allatostatin-A/buccalin*, *orexin/allatotropin*, and *7B2* (fig. S12). 

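UMIs of the feature named APGWamide-2 were concentrated in flatworm cluster 39, with 91 cells, which held 551 of its 818 UMIs (67.4%). Its level there was 2268 CPM (95% exact Poisson interval 2083 to 2466), with 2799 CPM in replicate 3 and 1864 CPM in replicate 4, against 3.76 CPM in all other cells. With each cell thinned to 600 UMIs it was 824 CPM. An APGWamide-2 UMI was found in 35.2% of the cells of cluster 39 (95% Clopper-Pearson interval 25.4 to 45.9%) at a median depth of 1208 UMIs, and in 1.32% of the cells outside the clusters with GNQQNxP, the background, at a median depth of 1430 UMIs. With each cell thinned to 600 UMIs these shares were 24.2% and 0.486%. Cluster 39 also held GNQQNxP at 7162 CPM (6830 to 7507) and 72B at 1260 CPM (1122 to 1409), and after thinning these were 3993 and 879 CPM. Allatotropin was at 32.9 CPM (14.2 to 64.9) in cluster 39, from 8 UMIs, with 47.6 CPM in replicate 3 and 21.8 CPM in replicate 4, against 2.83 CPM in all other cells, and was not a marker there. Over both libraries together it had its highest level in cluster 36 with 141 CPM (107 to 183), while within replicate 3 cluster 40 was higher, at 147 CPM against 141 CPM. Allostatin-Buccalin-2 had 0 UMIs in the kept cells, which allows a share of cells with a UMI of up to 0.0170%. When cells were clustered without the neuropeptide features, a cluster of 82 cells, 80 of them from cluster 39, held the same number of APGWamide-2 UMIs at 2367 CPM (2173 to 2573). The files do not say whether APGWamide-2 and 72B are the genes that the paper names APGWamide and 7B2, and both were chosen after their values were seen.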

A fourth neuronal cluster contains *GNRH^+^* cells that show expression in a small patch near the apical tuft and in a couple of posterior neurons. Cells from this cluster also express the proneuropeptides *FVRIamide*, *FMRFamide*, *7B2*, *XHFamide*, *NKY1*, and *bursicon* (fig. S12).

We identified a fifth cluster of neurons that express several neuronal genes [including *sy65-4*, *cac1a*, *scna*, and a vesicular glutamate transporter (*vglu2*)] but no proneuropeptides (fig. S12). Cells from the sy65-4^+^ cluster also express the TFs *ETV4*, *repo*, and *prox-1*. The HCR staining for the marker gene *sy65-4* highlighted several cells bulging into the epidermal layer on each side of the apical part of the larva (Fig. 5).

In the apical organ, we found a cluster of neurons expressing a cocktail of proneuropeptides (*MIP*, *GNQQNxP*, *LSDWNamide*, and *7B2*); several neuronal markers such as *synaptotagmin*; the acetylcholine synthesizing enzyme *ChAT* and v*glu2*; and the TFs *sox14*, *HLF-1*, and *HLF-2* (fig. S12)*. HLF* is found in the apical organ of the sea urchin larva and in the nervous systems of several other animals (*26*). The cluster-specific marker *MIP* showed expression in two groups of cells posterior to the cerebral eyes and in a cluster of cells anterior to these. These four anterior cells, connected in pairs by neuronal processes (see Fig. 5) are reminiscent of the expression pattern of *MIP* in the annelids *Platynereis* and *Capitella* (*42*).

Two further clusters are of particular interest with regard to the potential homology of larval structures. These are identified as ciliary neurons and express several neuronal markers including *cac1a3*, *chat1*, *sy65-2*, and *vacht-1* as well as the proneuropeptides *LSDWNamide* and *TRH2* (fig. S12). These are likely to be the cilio-motor neurons described by Lacalli in another polyclad larva (*Pseudoceros canadensis*) and which are also found in *Platynereis* larvae, where they are thought to be a larval-specific character (*43*–*45*). Markers for these show expression in multiple cells in the ciliated lobes of the Müller’s larva (see Fig. 5), very similar to what has been seen in *Platynereis*. These markers are also expressed in a pair of apical cells. Equivalent cells are not found in the oyster trochophore.

Our results show that the Müller’s larva of a polyclad, described by some as a derived larva, presents many trochophore-like characters such as ciliary bands, protonephridia, cilio-motor neurons, and a complex apical organ. In the apical organ, we find a specific subset of *MIP^+^* cells similar to those found in other lophotrochozoan larvae (*42*).

#### Flatworm-specific cell types in the Müller’s larva

We found several clusters of potentially flatworm-specific cells. These include two clusters of rhabdites [secretory gland cells identified with the marker zonadhesin (*zan-16*)], cathepsin cells [identified with the marker *di-N-acetylchitobiase* (*diac*)], a cluster of cells that create a net-like structure in the mesenchyme [identified by the marker *neurofilament protein NF60* (*Nf60*)], and another cluster of scattered mesenchymal cells [*copper transport protein ctr4* (*ctr4-1*)]. Some of these mesenchymal cells may act together as part of an adhesive organ (involving secretion) like the one found in the flatworm *Macrostomum lignano* with which they share the expression of the marker intermediate filament gene *macif1* (*41*). We also found a large cluster of cells that express neoblast markers such as *vasa* and *piwi*. ISH for the gene *vasa* shows expression in the lateral mesenchyme of the animal. Their neoblast identity was also supported by comparing their molecular signature to that of the planarian flatworm *S. mediterranea* (for details, see fig. S13).

### Homologous cell types of oyster and flatworm larvae

We have shown that the trochophore larva of the Pacific oyster and the Müller’s larva of polyclad flatworms share several cell families such as myocytes, proliferative cells, ciliated cells, and neurons. To assess the potential homology of these cell families and/or cell types in the two larvae, we used SAMap to align and directly compare their molecular signature. SAMap uses the expression of homologous genes to align single-cell datasets across species (*13*) and identify shared markers. We found that, at the cell family level (figs. S3 and S11), myocytes, proliferative cells, ciliary band cells, and neurons aligned across species (see Fig. 6A). We also found unexpected matches between the hemocytes of the oyster and the cathepsin cells of the flatworm and between the shell gland cells of the oyster and the Macif1^+^ mesenchymal cells of the flatworm. In planarian flatworms, *cathepsin^+^* cells include glial cells, pigmented cells, and some cells with roles in phagocytosis (*46*); it is possible that flatworm cells with this latter function map with the oyster hemocytes. The alignment of oyster shell gland cells and flatworm-mesenchymal cells may reflect a common secretory role.

**Fig. 6.**
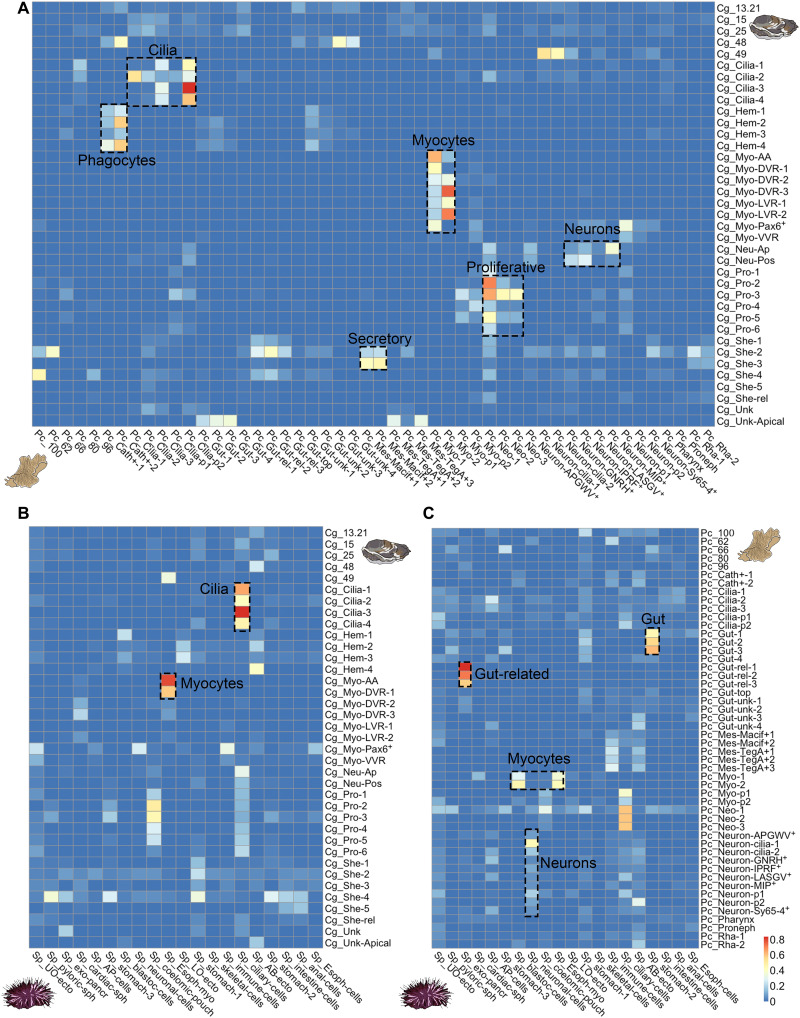
SAMap cell clusters alignment scores between invertebrate larvae. (**A**) Mapping of cell clusters between the trochophore larva of the Pacific oyster (Cg) and the Müller larva of polyclad flatworm (Pc). (**B**) Mapping of cell clusters between the trochophore larva of the Pacific oyster (Cg) and the pluteus larva of the sea urchin *Strongylocentrotus purpuratus* (Sp). (**C**) Mapping of cell types between the Müller larva of polyclad flatworm (Pc) and the pluteus larva of sea urchin (Sp). Alignment scores are defined as the average number of mutual nearest cross-species neighbors of each cell relative to the maximum possible number of neighbors (*13*).

Notably, ciliary bands and apical organs are both larval-specific characters, while myocytes, proliferative cells, and hemocytes are potentially homologous across all Bilateria. For this reason, we further explored the matches between the ciliary cells and between neurons by looking at their shared molecular markers. SAMap found 133 oyster and 112 flatworm genes that are coexpressed between ciliary clusters (the difference in numbers is due to SAMap allowing many-to-many orthologs/paralogs matches). Many of these genes code for proteins known to be involved in the ciliary apparatus such as *annexins*, *calmodulins*, *rootletins*, *centrins*, and *calcineurins*; cilia and flagella associated proteins, *cubulins*, various *dyneins*, *enkurin*, *stomatin*, and *tektins*; as well as several genes that remain uncharacterized (for a full list, see fig. S14). Most of the effector genes do not seem to be shared across other ciliated tissues in the flatworm larva such as protonephridia or the cells of the pharynx so they are specific to ciliary bands (fig. S14). SAMap also recovered two shared TF markers (CEBPB 2 and 3 and CEBP-G), although these are not restricted to ciliary clusters (fig. S14).

TFs are often expressed at lower levels than effector genes, rendering them more difficult to detect as specific markers. We therefore performed a manual survey of all TFs (see fig. S15). We found several that were not detected as shared markers by SAMap (*dbx*, *gsc*, *otx*, *pbx*, *zfhx*, and *pax6*; fig. S15), which nevertheless have expression in ciliary band cells in both flatworm and oyster larvae. *Otx* is also expressed in the ciliary bands of larvae of the mollusc *Patella vulgata* (*46*), the annelid worm *Platynereis dumerilii* (*10*), the hemichordate *Ptychodera flava* (*47*), and in echinoderm larvae (*48*). It is worth noting that ciliary cells are the only cell types in the two larvae where we recovered shared homologous TF expression.

We also performed a manual investigation of spiralian-specific genes identified in a recent publication by Wu and colleagues (*23*). Among these, we found that *lophotrochin* is expressed in ciliary band clusters of both oyster and flatworm larvae, while *trochin* is found only in ciliary band clusters of the oyster larva (fig. S16, A and B). Another eight spiralian-specific genes were identified in the ciliary band of the oyster, and the orthologs of four of these (named here *prototrochin*, *ciliarybandin*, *mullerin*, and *trochophorin*) are also expressed in flatworm ciliary band clusters (fig. S16). These genes have very low expression in adult planarian scRNA-seq (*49*) but are expressed at larval stages in the annelid *Owenia fusiformis* (*50*), suggesting that they may be specific to larval ciliary bands (fig. S16, C and D).

Among neuronal clusters, the strongest alignment was found between oyster apical neurons and flatworm *MIP^+^* neurons, both of which are found in the apical organs of the larvae. A total of 23 orthologous genes are coexpressed in these clusters and, among these, the gene *pde9* is also found in the apical region of the larva of the annelid worm *P. dumerilii* (*51*) (see fig. S17).

#### Comparison of lophotrochozoan larvae and echinoderm pluteus

We extended our comparisons to include data from the distantly related sea urchin pluteus larva (*18*). The only meaningful matches that we recovered between oyster trochophore and pluteus larval cell clusters were for ciliary cells and myocytes. Ciliary cells coexpressed a total of 116 oyster genes and 87 sea urchin genes. Among these, we found many that overlapped with those shared between flatworm and oyster (e.g., *annexins*, *calmodulins*, *calcineurins*, *centrins*, *cubulins*, *various dyneins*, *enkurin*, and *tektins*). We found two TFs that were coexpressed (*Sp-foxJ* and *Cg-foxA/Cg-foxL1*, and *Sp-pax9* and *Cg-pax2/5*); however, these appear to be paralogs and are not the same TFs as those shared between oyster and flatworm (for a full list, see fig. S18). SAMap analysis did not align oyster and sea urchin neurons nor pluteus skeletal cells to oyster shell gland cells.

The comparison between the Müller’s larva and the echinoderm pluteus showed alignment of myocytes, neurons, and gut cells. For pluteus neurons, the best alignment is with ciliary neurons of the flatworm larva; these share 20 flatworm and 16 sea urchin genes including several *neuronal acetylcholine receptors*, *calmodulins*, the gene *synaptogyrin*, and *delta*. *Delta* expression is found in the brains of several other animals and in the apical neurons of the oyster larva (*51*).

We also find a match between the larval guts of Müller’s and pluteus larvae with cells coexpressing 116 flatworm and 61 sea urchin genes including several *dehydrogenases*, *glutathione S-transferase*, *ATP synthetases*, *glutamyl aminopeptidases*, *peroxiredoxin-6*, *retinol dehydrogenases*, *sterol carriers*, *apolipoproteins*, and *heme binding proteins*. Pluteus and Müller’s larval guts also coexpress the *macrophage mannose recepto*r gene (ManrC1A), which is a stomach-specific marker of the sea urchin larval gut but do not coexpress any TFs (*52*).

Lastly, we observed a strong alignment (alignment score, ~0.8) between the exocrine pancreatic-like cell of the sea urchin and the gut-related cluster of the Müller’s larva. These clusters only coexpressed 19 flatworm genes and 17 urchin genes; however, many of these (e.g., *cpa2L*, *carboxypeptidase B*, *trypsin*, and *pancreatic lipase-related* and *ptf1a*) are very specific markers for the exocrine pancreatic-like cells of the sea urchin (*52*). Cells from these clusters are found in the upper gut in both larvae (although in the flatworm, they are also found elsewhere around the gut) (Fig. 4). Exocrine pancreatic-like cells have been described in adults of cephalochordates, tunicates, cnidarians, and in the Pacific oyster (*53*–*55*). Previously, they have only been described in larval stages of the sea urchin *Strongylocentrotus purpuratus* (*54*).

### General discussion

Ciliated larval stages are widespread across animal phyla, and their origins and evolution are long-standing problems in the field of evo-devo. Here, we present high-quality single-cell atlases for larvae of two phyla within the super clade Lophotrochozoa: the trochophore larva of the oyster and the Müller’s larva of the polyclad flatworm. We used these datasets to explore the cellular composition of the two larvae in the contexts of their unique biologies, evolutionary histories, and their potential homology. We find that, while the two larvae have putatively homologous cell families such as ciliary band cells, neurons, myocytes, and proliferative cells, each larva also presents its own idiosyncratic set of cells fitting it to its specific biological niche.

The trochophore larva of the Pacific oyster, at the stage analyzed here, lacks several features that are commonly shared across lophotrochozoan larvae, including protonephridia, a fully differentiated gut and an apical tuft. Despite its canonical trochophore-like appearance, the oyster larva also features several likely mollusc-specific innovations including an unexpectedly large set of transcriptionally distinct muscle types and multiple cells involved in making the shell. The young TAIs previously found for larval stages of bivalves using bulk transcriptomics are strongly affected by these clade-specific characters, most obviously by the derived molluscan shell transcriptome, and we suggest that measures based on bulk transcriptomics are not a reliable indicator of the recent evolution of trochophores (*3*, *55*).

The Müller’s larva is considered by some to be a highly derived trochophore and by others to be a convergently evolved larval type (*3*, *56*). We found that it displays multiple classical larval characters missing in the oyster trochophore, such as a large apical organ, paired protonephridia, and a complex gut.

To test the homology of shared cell types, we used SAMap to align our two datasets to each other and to the pluteus larva of the sea urchin. We found clear overlaps in orthologous gene expression at the level of cell family for myocytes, proliferative cells, and neurons. These cell families are likely to be homologous across adult Metazoa and cannot be used to demonstrate larval homology (*15*). We also identified potentially homologous cell types specific to larvae, including ciliary band cells and a subset of apical neurons.

Ciliary band cells of the oyster and flatworm larvae share over a hundred orthologous genes and, although many of these play a role in the ciliary apparatus, we find that they are not shared with other ciliated cell types such as protonephridia and pharyngeal cells. Moreover, ciliary bands of flatworm and oyster share several TFs (namely, *dbx*, *gsc*, *otx*, *pbx*, *zfhx*, and *pax6*) and five spiralian-specific genes that appear to be larval specific (including *lophotrochin*) (*7*, *10*, *23*, *46*–*48*, *56*). *Lophotrochin* and *otx* are also found in ciliary bands of several other lophotrochozoan and bilaterian larvae (*7*, *10*, *23*, *46*–*48*, *57*). When broadening the comparison to the sea urchin larval ciliary bands, we still recover around 100 coexpressed genes between oyster and sea urchin, although we find no TFs among these genes. We also do not recover a match (alignment score, >0.2) with ciliary band cells of the flatworm larva.

Our data also support the potential homology of a subset of neurons located in the apical organ of both the oyster trochophore larva and the Müller larva of the flatworm. These apical neurons coexpress several orthologous genes, including the gene *pde9* also found in the apical organ of the trochophore larva of the annelid *P. dumerilii* (*51*). In the flatworm (but not in the oyster), these neurons also express the protostome-specific proneuropeptide *MIP*, whose expression is reminiscent of that observed in the larvae of the two annelids *P. dumerilii* and *Capitella* teleta** (*42*).

When comparing neurons with the sea urchin larva, we find several TFs (namely, *awh*, *hbn*, *delta*, and *zic*) expressed in both sea urchin and oyster apical neurons (*18*, *26*). These TFs are commonly shared across neurons of adult animals and do not represent a strong indication of larval homology (*26*). Sea urchin neurons do not match MIP^+^ cells of the flatworm but rather to the ciliary-motor neurons, with which they share the expression of 20 genes including *delta*. While equivalent cells are not present in the mollusc trochophore, these ciliary motor-neurons have nevertheless been described in other canonical trochophores such as that of the annelid *Platynereis* (*6*, *7*, *57*, *58*).

Overall, the most persuasive evidence that we present here for homology of Lophotrochozoan larvae is in the similarities in transcriptional signatures that we recovered in ciliary band cells and apical neurons. We believe that these, together with morphological and developmental similarities previously shown (*6*, *7*, *58*, *59*), point to the possible homology of at least trochophores and Müller’s larvae. Our comparison was, however, limited by the simplicity of the oyster trochophore larva nervous system and its lack of protonephridia and gut. Although these may develop later at the veliger stage, we chose to sample a typical trochophore larva as this has been proposed as ancestral (*1*, *3*, *9*, *60*). Sampling of different developmental stages, for both canonical trochophores and other larval types, should allow us to extend the comparison to other larval cells such as those forming the protonephridia and larval gut and may reveal stronger similarities.

The data presented here do not support the homology of lophotrochozoan larvae to deuterostome larvae although we recovered some interesting similarities between the larval gut of flatworm and sea urchin larvae and a clear match between the pluteus exocrine pancreatic-like cells and a cluster of gut related cells in the flatworm (*52*). This finding further confirms the presence of pancreatic-like cells in protostomes and is only the second occurrence described in ciliated larvae (*53*).

## MATERIALS AND METHODS

### Animal husbandry

*C. gigas* individuals, raised in farms in Salcott Creek Essex, UK, were bought during the spawning season (May to August 2018 and 2019) from Richard Haward’s Oysters in Borough Market, London, UK. In the laboratory, oysters were kept at 16°C in running artificial seawater (ASW) and fed three times a week with Spirulina powder and invertebrate food supplement. For spawning, male and female *C. gigas* were shucked, and gametes were stripped and put in glass beakers containing artificial filtered seawater (AFSW). Eggs were left in AFSW for about 1 hour to improve synchronicity, and then a dilution of sperm was added. After 5 min, the water was tipped onto a 20-μm filter mesh, and fertilized eggs were washed several times to avoid polyspermy. Fertilized eggs were then collected from the mesh and placed in beakers of AFSW at either 20° or 25°C in an incubator. Trochophore larvae were collected on a 20-μm mesh after 16 hours (25°C) or 20 hours (20°C) before they grew paired shells at the veliger stage. We wanted to sample larvae at the trochophore stage as this has been homologized to the trochophore larva of annelids (*1*).

*P. crozieri* adult specimens were collected in coastal mangrove areas in the Lower Florida Keys, USA, in October 2019 using a Florida Fish and Wildlife Conservation Commission saltwater fishing license. Animals were brought to the United Kingdom under the import of invertebrate pet policy. In the laboratory, animals were kept at room temperature (RT) (~21°C) in plastic boxes filled with ASW. The water was changed daily for the first 2 weeks and then once every 2 to 3 days. The animals cannot be fed in the laboratory, and so they were kept starved. Whenever eggs were found, they were placed in separate containers and daily checked for hatchlings. Hatched larvae were transferred into a filter and washed several times in filtered seawater and then relaxed in 7.14% MgCl_2_•6H_2_O.

### Cell dissociation

*C. gigas* trochophore larvae were collected on a 20-μm filter mesh and transferred to low binding tubes. Larvae were washed several times in Ca2^+^ Mg2^+^-free ASW with the aid of a centrifuge. Animals were then moved into a 4-by-4 well and were left in the solution for 3 to 5 min. After this time, 300 μl of 0.5% Pronase (Roche, catalog number 10165921001) and 1% sodium thioglycolate (Sigma-Aldrich, T0632) in low-Ca2^+^ Mg2^+^-free ASW seawater were added, and the solution was gently pipetted up and down to mix. After 3 min, 10 μl of Liberase (5 mg/ml; Roche, catalog number 05401119001) was added. The solution was mixed by gently pipetting up and down, and then larvae were very gently manually triturated. The whole procedure never lasted more than 20 min to minimize cell mortality. One-day old larvae of *P. crozieri* were collected in a 40-μm filter and washed several times with filtered ASW. After cleaning, the larvae were washed several times with Ca2^+^ Mg2^+^-free ASW to prepare for dissociation. Larvae were collected in the center of the mesh and transferred to a plastic cell culture petri dish, and most of the Ca2^+^ Mg2^+ ^freeASW was removed by pipetting. Three hundred microliters of 1:100 solution of Prot14 (3.5 U/mg; Sigma-Aldrich, P5147) in low-Ca2^+^ Mg2^+^-free ASW previously activated at 37°C for 1 hour was added. The solution was pipetted gently for 5 to 10 min until most of the larvae were dissociated. After this time, the larval gut (which remained undissociated) was collected with the pipette and gently triturated until most cells separated and these were then added to the remaining cells. The dissociation process usually lasted around 15 min. For both animals, after dissociation, cells were washed several times in Ca2^+^ Mg2^+^-free ASW and checked for viability using fluorescein diacetate (e.g., Sigma-Aldrich, F7378) and propidium iodide (e.g., Sigma-Aldrich, P4170), and only samples with over 80% of viable cells were used for downstream capture.

### scRNA-seq data analysis

About 30,000 cells per sample were loaded into 10x chips following the manual instructions using the 10x Chromium controller and Chromium single-cell 3′ Kit v2, v3, or v3.1 (catalog number 120237, 10x Genomics, USA). Four single-cell libraries per animal were sequenced on Illumina NextSeq500 using a 2 × 75 paired-end kit to assess quality with shallow sequencing. Oyster reads were mapped against the chromosome scale genome of *C. gigas* generated by Peñaloza and colleagues (*60*). Flatworm reads were mapped onto the *P. crozieri* genome generated by our group (*61*). After shallow sequencing, output matrices were analyzed in Seurat v4.0.1 R according to the Seurat scRNA-seq R package documentation (*62*) (details of the following analysis can be found in the Zenodo folder). 

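In the oyster library 0 barcodes had fewer than 200 genes and 0 had over 20% of UMIs on the named mitochondrial protein genes. Barcodes with more than 5000 UMIs numbered 2903 in the oyster (33.7%), 1722 in flatworm replicate 3 (16.0%) and 3222 in flatworm replicate 4 (30.9%), and they were kept. Leaving them out gave 5711 oyster cells with a mean of 2230 UMIs and 13802 flatworm cells with a mean of 1566 UMIs. By number of genes, 22 oyster barcodes, 0 of flatworm replicate 3 and 1 of replicate 4 had more than 5000.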

Cells with fewer than 200 genes, more than 20% of mitochondrial genes, and more than 5000 UMI were discarded. 

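In the flatworm, 1188 barcodes of replicate 3 and 2190 of replicate 4 had over 30% of UMIs on mitochondrial protein genes, and 353 and 45 had fewer than 200 genes. The 3378 barcodes above the mitochondrial limit held a median of 3892 UMIs and 377 genes. When all barcodes were clustered with no filter, 1389 of the 3378 (41.1%) lay in 2 of 53 clusters. In these 2 clusters 85.0% and 69.4% of the barcodes were above the limit.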

For the flatworm, the mitochondrial cutoff was set to 30%. At this point, we selected the best-quality libraries from each animal for downstream analysis: library Cg1 for the oyster and Pc3 and Pc4 for the flatworm (fig. S2 for the oyster and fig. S10 for flatworm).

From these libraries, we recovered 9314 cells for the oyster and 17,605 for the flatworm. We then normalized the datasets by dividing gene counts for each cell by the total counts for that cell and multiplying by 10,000 and then natural log-transformed using log1p. Subsequently, the top 2000 variable genes were found using the vst method, datasets were scaled, and principal components analysis was performed. Shared nearest neighbor graph was computed with 70 dimensions and initial resolution of 10, and clusters were then combined using a script for merging similar clusters from Musser *et al.* (*63*). Briefly, we calculated the average expression profiles for each cluster, and then normalized expression vectors were used to calculate Pearson correlations between each pairwise cluster combination. Their correlation was ranked from highest to lowest, and then we used a Wilcoxon rank sum test to calculate the number of differentially expressed genes between each pair. We merged all cluster pairs that differed by less than 20 differentially expressed genes with fold change. This process was performed iteratively on all cluster pairs and gave us 39 genetically distinct clusters in the oyster larva and 51 in the flatworm larva. 

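At a resolution of 10 the cells first formed 75 clusters in the oyster and 94 in the flatworm, before merging. Of the alternatives tried, the fold required of a differing gene moved the numbers after merging most. At 4-fold in place of 2-fold, 13 clusters were left in the oyster and 23 in the flatworm.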

To confirm that by only selecting the highest quality libraries we had not missed any cluster, we also similarly analyzed all libraries per species together. Oyster libraries had to be integrated as described in (*62*). In this case, we used a final resolution of 1, and the results from this analysis can be seen in figs. S1 and S5.

### Whole-mount ISH/HCR

Whole-embryo chromogenic ISHs for *C. gigas* were carried out as previously described (*64*) in 96-well “U”-bottom plate. Images were taken using a Zeiss Axio Imager M1. Probes for HCR were designed using the probe generator devised by Ryan Null (https://github.com/rwnull/insitu_probe_generator; and https://doi.org/10.5281/zenodo.4694867, v3.0.2) and then ordered from Integrated DNA Technologies, and amplifiers and solutions were bought from Molecular Instruments. Samples were rehydrated into PTW-DEPC (0.1% Tween 20 in 1× phosphate-buffered saline) and prehybridized in 200 μl of hybridization buffer for 30 min at 37°C, and then 50 μl of hybridization buffer with 8 nM each of probe was added. Samples were incubated overnight at 37°C in a thermoblock shaking at 750 rpm. The following day, samples were washed four times in 0.5 ml of HCR probe wash solution for 10 min at 37°C and then three times in 1 ml of 5XSSCT(DEPC) for 5 min at RT. Samples were preamplified in 100 μl of amplification buffer for 30 min at RT. At this point, 2 μl of each hairpin (for three probe experiments B1-H1, B1-H2, B2-H1, B2-H2, B3-H1, and B3-H2) per experiment was placed in different polymerase chain reaction (PCR) tubes, heated in a PCR thermocycler for 1 min and 30 s at 95°C, quickly spun down, and let it cool at RT for 30 min in the dark. Then, all hairpins were pooled in one tube with 50 μL per experiment of amplification buffer. Then, 50 μl of amplification buffer and hairpin mix was added to all tubes with the samples (final concentration of 40 nM hairpin). Samples were incubated overnight at 25°C in a thermomixer shaking at 750 rpm. The following day, samples were washed three times in 1 ml of 5X SSCT for 10 min at RT and then stained with 4′,6-diamidino-2-phenylindole (final concentration of 5 μg/ml) in 500 μl of PTW for 15 min. They were washed again twice in 500 μl of PTW and then transferred to 2,2′-thiodiethanol for imaging. The amplifiers used for the HCR experiments were B1-647, B2-594 and B3-488, and they were imaged using a Zeiss LSM-800 confocal microscope.

### Phylostratigraphy analysis

Gene age was estimated for both species using the GenERA tool (*65*). Briefly, the tool implements genomic phylostratigraphy (*66*) by searching for homologs throughout the entire National Center for Biotechnology Information (NCBI) non-redundant nucleotide database and combining these results with the NCBI Taxonomy to assign an origin to each gene and gene family in a query species. Once we assigned each gene to its phylostratum, we used the package myTAI (https://academic.oup.com/bioinformatics/article/34/9/1589/4772684) to calculate the TAI of the log-transformed gene average expression per cluster, calculated using theAverageExpression function of Seurat. Phylostrata enrichment analyses were computed using a hypergeometric test applied to the number of marker genes in each cluster belonging to each phylostrata compared to the global set of expressed genes.

### Cross-species cell-type comparison

SAMap v1.0.2 was used to compare the *C. gigas* and *P. crozieri* scRNA-seq datasets to each other, to the larval scRNA-seq dataset of *S. purpuratus* (*18*), and to the adult scRNA-seq dataset of *S. mediterranea* (*13*). The notebook with details of the analysis can be found in the Supplementary Materials.

### NP precursor search

NP precursors were identified by two different methodologies. First, BlastP analyses were performed using the previously published NP datasets with an *e* value of 1 × 10^–2^ (*58*, *67*–*69*). Then, predicted secretomes for *C. gigas* and *P. crozieri* were obtained using SignalP4.1 with the sensitive option (D-cutoff of 0.34). This secretome was used to search for precursors by regular expressions based on dibasic and monobasic cleavage sites as described before (*69*). These two methodologies produced a large database that included hundreds of hits that were manually curated by comparing with the NP precursor complement from several lophotrochozoan species (see table S1) (*58*, *69*).

## Supplementary Materials

### This PDF file includes:

Figs. S1 to S18 Table S1 References

How the deposited data were processed for this re-analysis (not part of the article)

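Single-cell RNA sequencing counts were analysed for 3 libraries: 1 of the oyster trochophore (replicate 1) and 2 of the Müller's larva of the flatworm (replicates 3 and 4). About 30000 cells per sample were loaded, by the paper's account. The authors mapped the reads, counted UMIs per gene and cell barcode with Cell Ranger and deposited raw counts for the barcodes called as cells, and these deposited counts are the only measurement used here. The submitters' processing notes give Cell Ranger 4, while the matrix headers give 6.1.2 for the oyster and 3.1.0 for both flatworm libraries. The deposited flatworm counts hold barcodes beyond the paper's limits on genes and mitochondrial share, the oyster counts hold none beyond them when only the 13 named protein genes count as mitochondrial, and all 3 libraries hold barcodes above the paper's limit of 5000 UMIs. No reference genome or table of gene names was used here, and gene IDs are not paired with names in the files.

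Cells with at least 200 detected genes and at most 20% (oyster) or 30% (flatworm) of UMIs on the mitochondrial protein genes were kept. That only the 13 named protein genes counted as mitochondrial was settled after the data had been examined. The paper's limit of 5000 UMIs was treated as an alternative, since the paper gives a mean above it. Counts were normalized to 10000 UMIs per cell and natural log-transformed with Seurat 5.3.0 in R 4.3.3, with 2000 variable genes, 70 principal components and a resolution of 10. Clusters were merged in Python 3.11.15 with scipy 1.17.1 where a pair differed by fewer than 20 genes at a Bonferroni-adjusted Wilcoxon p under 0.05 and at least 2-fold. The minimum of 10% of cells and the scale of the fold, log2(mean per 10000 + 1), were set after the data had been examined. Doublets were not removed. Scrublet's own threshold marked 0, 0 and 1 barcodes of the libraries and so did not work, and an alternative removed the barcodes with the highest scores, 6.90% of the oyster barcodes and 8.58% and 8.35% of those of flatworm replicates 3 and 4, at a rate chosen after the data had been examined.

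The rule for named genes, fixed before the data were examined, took every gene the paper names for which a feature of the same name was found, the lists of cell type markers, and the leading genes of each cluster, with at most 2 IDs printed where IDs have no names. A cluster was to be named only with at least 3 detected markers of a list. Of the flatworm list of neuronal markers only GNQQNxP was matched, so no cluster was named. Levels are CPM from summed counts with exact Poisson intervals, and shares of cells carry Clopper-Pearson intervals, both at 95% and for counting error only. Cells are not replicates, so no p-value from cells is reported, and the Wilcoxon p across cells served only to decide which clusters to merge. Shares were also given after thinning each cell to 500 (oyster) or 600 (flatworm) UMIs, depths chosen after the data had been examined so that no cell was left out. The limit a count of 0 allows is 3 counts.

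The clustering and merging steps were tested on simulated cells drawn from the cluster profiles at the real depths. The marker rule was tested on separate counts, drawn at the real depths from the profile summed over all kept cells. In those counts unchanged genes do not differ between clusters, so they give no rate of false markers among the real clusters. For the oyster clusters, simulated over 36012 genes, 44 simulated clusters came back as 44 with an adjusted Rand index of 0.969, and the marker rule took 100% of genes raised 4-fold, 0% of those raised 1.5-fold and 0 unchanged genes. For the flatworm clusters, simulated over 43347 genes, 54 came back as 54 with an index of 0.959, and the rule took 88% of genes raised 4-fold, 0% of those raised 1.5-fold and 0 unchanged genes. The genes raised were 200 of each size, in 1 cluster of median size, and were drawn only from genes abundant enough to be found in the share of cells that a marker needs, so these percentages do not cover sparse genes. The simulated clusters lack free RNA, doublets, variation within a cluster and differences between libraries. They were drawn from clusters that the same steps had already separated. Their return therefore does not show whether the 44 and 54 clusters of the real data are distinct cell types. Alternatives changed the filters, the variable genes (4000), the components (30), the resolution (5), the merging fold (4) and gene number (40), the doublets and the libraries, one choice at a time.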

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

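The tests of free RNA, of mitochondrial reads counted on unnamed IDs and of damaged cells of many types, and the alternative settings named in this part, were chosen after the result was seen. The test of damage within the 2 oyster clusters was set before it.

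In the Müller's larva the IDs g32486 and g32485 took 14.2% of the UMIs of kept cells, a signal that the paper does not report. Free RNA in the droplets would make the summed share of both IDs fall with depth, and it did fall in both libraries. From cells of under 1500 UMIs to cells of at least 10000 UMIs it went from 17.6% to 12.2% in replicate 3. In replicate 4 it went from 14.6% to 12.1%. The lower ratio of the share in deep cells to that in shallow cells was 0.693. The test of free RNA had required a steeper fall in both libraries, so its prediction was not met. Depth also differed between clusters, so this test cannot tell free RNA from differences between clusters, and free RNA stays open. Across cells of at least 5000 UMIs, the share of g32486 followed that of nad5 and the share of g32485 that of nad4. The Spearman correlations ran from 0.636 to 0.876. Each of 100 other abundant IDs had a lower correlation with the same gene in both libraries. The test, chosen after the result was seen, had required this. Reads of mitochondrial transcripts counted on both IDs are therefore a candidate explanation that stays open, and with both IDs counted as mitochondrial 8819 cells were kept instead of 17657. Without a reference genome it is not known whether these IDs are nuclear or mitochondrial. No biological explanation was tested.

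In the oyster, 30 features named by coordinates on the mitochondrial sequence took 10.7% of UMIs, a signal that the paper does not report. Most of it lay on 2 of these features, with 6.03% and 4.24% of UMIs. With all 30 counted as mitochondrial, clusters 27 and 37 had the highest median mitochondrial shares, 38.6% and 37.7%. Then 106 cells of cluster 27 (99.1%) and 54 of cluster 37 (98.2%) were over the limit of 20%. These cells were kept only because the coordinate features were not counted as mitochondrial. In both clusters all 13 named protein genes were above their level in the other clusters, summing to 2.70 and 2.58 times it. Damaged cells of many types were argued against, since the clusters had at least 96.9% as many marker genes outside the mitochondrion as the median cluster. Damage to cells of the 2 types themselves and a higher mitochondrial content cannot be told apart: the Spearman correlation across cells of mitochondrial share with other UMIs was -0.206 in cluster 27 and -0.498 in cluster 37, around the median of -0.310 over all clusters. No biological explanation was tested.

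The neuropeptide feature SNPFs, which the paper does not discuss, had 26 UMIs in flatworm cluster 25, above the limit that a count of 0 allows. They came from 4 cells, with 14 UMIs in a single cell, and 24 of the 26 were in replicate 3.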

How the results depend on the processing

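The alternatives that counted coordinate features or the 2 IDs as mitochondrial, removed the highest doublet scores, left out cells with more than 5000 genes or left the neuropeptide features out, and all alternatives of the count of clusters with GNQQNxP and of the values of 72B and APGWamide-2, were chosen after the data were seen. Of the alternatives for cells, genes, UMIs and clusters, 70 stayed within 1.5 times the reported count or within the spread used for a mean, and 13 did not. The 70 include 8 oyster values under alternatives that removed 0 cells and so could not move. The spread used for a mean was much wider for the flatworm. Its single-library means of 3018 and 5187 UMIs counted as within it, beside 4031. Without cells of more than 5000 UMIs, the oyster had 5711 cells and means were 2230 UMIs (oyster) and 1566 UMIs (flatworm), by construction. The oyster mean was 4835 UMIs without cells of more than 5000 genes, 4816 without the highest doublet scores and 5265 with coordinate features counted as mitochondrial, outside a counting interval that is narrow at this depth. Merging at 4-fold left 13 oyster and 23 flatworm clusters; apart from it the numbers of clusters ran from 30 to 48 and from 37 to 57. With the 2 IDs counted as mitochondrial, 8819 of 17657 flatworm cells were kept and 3 clusters had GNQQNxP. This filter left 272 of the 797 cells of the 6 clusters. Whether their loss accounts for the lower count was not tested. Leaving out 1 flatworm library at a time gave 8249 to 9408 cells, by construction, and 3 to 4 clusters with GNQQNxP, the lowest without replicate 4. No clustering or merging other than the reported one gave 6 clusters with GNQQNxP, and the count ran from 3 to 5. Over the clusters of both libraries, the rule gave 7 clusters within replicate 3 and 6 within replicate 4, and 5 with each cell thinned to 600 UMIs. Removing the 1 barcode that Scrublet marked gave 55 clusters in place of 54 and 5 with GNQQNxP in place of 6, so a single barcode moved both counts by 1; these 5 clusters held 79.7% of the cells of the 6, and without replicate 4 the 3 clusters held 66.4% of the replicate 3 cells of the 6. For 26 neuropeptide levels and shares, thinning or leaving out 1 library gave 78 values, of which 33 lay within the counting interval, 45 did not and 0 fell under the other cells. The features and clusters had been picked as at least 2-fold above the other cells in these same counts, so the 0 is no independent evidence. Thinned to 600 UMIs, the GNQQNxP level was higher in cluster 25 (7728 CPM) than in cluster 42 (6814 CPM). No paired analysis was possible because the oyster and flatworm libraries share no replicate number and no groups were compared. Not run, because IDs could not be matched to names: the numbers of ciliary, neuronal, myocyte, shell, hemocyte, proliferative, gut and neoblast clusters, cells in myocyte clusters, shared ciliary and myocyte markers, FMRFamide, genes with no named product, and cell family shares. Depth limits the low features: 3 UMIs over all kept flatworm cells correspond to 0.0170% of cells.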

Differences from the paper's values

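The alternatives compared in this part were set before the data were examined, except for the depth of thinning, and none was chosen for its result.

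The paper gives a mean of 30000 UMIs per oyster cell, and the mean here was 4914. It was also over 1.5 times lower than the paper's with no filter (4914), without cells of more than 5000 UMIs (2230) and without Scrublet calls (4914, with 0 cells removed), so no alternative came within the paper's value. For the flatworm the paper gives over 40000 UMIs per cell, and the mean here was 4031. It was 4165 with no filter, 1566 without cells of more than 5000 UMIs, 4030 without Scrublet calls, 5187 without replicate 3 and 3018 without replicate 4, all over 1.5 times lower than the paper's value.

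The other values lay within 1.5 times those of the paper. The paper gives 37 oyster clusters in its results and 39 in its methods, where 44 were found here. The alternatives gave 13 with merging at 4-fold and otherwise from 30 to 48, among them 37 at a resolution of 5. In the flatworm that resolution gave 42 clusters, further from the 51 of the paper than the 54 found here. The paper gives 33305 flatworm genes, where 32347 were found in kept cells and 33316 with no filter. The paper lists allatostatin-A/buccalin among the genes of the cluster with APGWamide, while the feature named Allostatin-Buccalin-2, which the files do not tie to that gene, had 0 UMIs in kept cells. Of the genes that the paper lists for the same cluster, GNQQNxP was at 7162 CPM (3993 CPM with each cell thinned to 600 UMIs) in cluster 39, where APGWamide-2 was highest. The feature named Allatotropin was there at 32.9 CPM, from 8 UMIs (47.6 CPM in replicate 3 and 21.8 CPM in replicate 4), against 2.83 CPM in all other cells. It did not meet the rule for a marker there and was higher in clusters 36 (141 CPM), 40 (53.3 CPM, with 147 CPM in replicate 3 and 10.4 CPM in replicate 4) and 25 (47.8 CPM).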

Other observations

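The tests of the largest clusters in this part were set before their results were seen, except that the correlation was repeated over 20 draws, the SD and its limit of 1 SD were chosen (the oyster difference is within 2 SD), and a closer cluster with few marker genes was taken to leave a mixture open, all after earlier results of the same test had been seen.

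Clusters of the Müller's larva differed in how evenly their RNA was spread over genes. In cluster 47, with 69 cells and the deepest of all clusters, the 10 features with the most UMIs took 56.2% of UMIs, against 29.4% in cluster 6. The mitochondrial gene nad5 took 3.38% of UMIs in cluster 47 and 18.8% in cluster 15, the lowest and highest of the clusters. Other neuropeptide features were rare: TRH1 had 5 UMIs in kept cells, NPF2 had 4 and Vasotocin-Oxytocin had 1, while NPY and Myomodulin had 0, which allows a share of cells with a UMI of up to 0.0170%. In the oyster, UMIs of the small subunit rRNA were at 134 CPM (95% exact Poisson interval 131 to 138) over all cells and at 407 CPM (377 to 438) in cluster 1, the shallowest cluster.

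The largest cluster of each larva held few marker genes, 1 in oyster cluster 1 and 17 in flatworm cluster 1, and no biological explanation for this was tested. With all oyster cells thinned to the depths of cluster 1, the median other cluster had 87 times as many marker genes. That argues against low depth acting on the count of marker genes alone. In the flatworm the median other cluster had 4 times as many (56 against 14, or 3.29 times the unthinned 17). This was within the 5 times set beforehand, so low depth stays open there, although 49 of 53 other clusters had more. In both larvae the clusters were those made at full depth. The test therefore cannot tell whether shallow cells of several types failed to separate. A mixture of RNA from all cells would make cluster 1 the closest to the sum of all other cells at equal UMIs, and in the flatworm it was, with a mean Pearson r across genes of 0.840 against 0.820 for the next cluster (SD over draws 0.00125 and 0.00166). That next cluster, cluster 2, had only 2 marker genes, fewer than cluster 1, at a deeper median of 1560 UMIs. A cluster with few marker genes lies close to the other cells whatever the cause, so this ranking does not show a mixture. In the oyster a mixture and a cluster of its own cannot be told apart: over 20 draws cluster 35 was closer than cluster 1, at a mean of 0.819 against 0.813 (difference -0.00582, SD 0.00354, with cluster 35, whose UMIs were all drawn each time, given the SD of cluster 1; cluster 1 was above it in 1 draw, the first), but cluster 35, the shallowest after cluster 1 at a median of 993 UMIs, had 9 marker genes, the fewest after cluster 1, and may be a mixture too, which was not tested.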
